A study of Rattus norvegicus with 56 samples. Its data were reported in "Transcriptional changes in the rat brain induced by repetitive transcranial magnetic stimulation" (2023).

How the data were processed

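Primary cultures of rat hippocampal neurons, prepared from embryos, had received repetitive transcranial magnetic stimulation (rTMS) with a coil placed under the dish. The protocols were 1 Hz stimulation, in which single pulses follow each other at an even pace, and intermittent theta burst stimulation (iTBS), in which pulses come in short bursts. Both were given in repeated blocks. Sham cultures sat in the incubator with the coil some distance away. Total RNA was labelled with a single dye and hybridized to Agilent rat expression arrays, 1 sample per array. RNA had been collected 0, 2, 8, 24 or 48 h after the stimulation, and untreated control cultures were collected at 0 h only. The 56 arrays fell into 16 groups of 3 or 4 arrays, and groups and replicate numbers were taken from the titles of the samples.

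The deposited scanner files of the authors give, for each spot, a background-corrected processed signal, which is an intensity on a linear scale. The authors had extracted these intensities with the Agilent Feature Extraction software, version 12.0.3.1, and had not normalized them between arrays. The deposited series matrix holds a score per probe, which the authors made by a z-score transformation within each array. When the log10 processed signals of each array were converted to z-scores, the largest difference from the deposited scores was 0.00500, which is the rounding of the file. Each array carried 62976 spots, of which 58717 were noncontrol spots for 45598 different probes. Every column of the series matrix was assigned to a sample. The scanner files name genome build rn4. Gene symbols were taken from a RefSeq gene table of another rat assembly, GRCr8, through the accession of each probe without its version, so no coordinates are given. A symbol was found for 21102 of the probes (46.3%), which stood for 16575 genes, and probes without one are named by their probe identifier.

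The software had marked the grid of 1 array, 1 Hz at 2 h replicate 2, as badly placed, and its signals had a correlation of 0.000028 with the mean of the other arrays. The design had been written for all 56 arrays. After the files were seen, that array was left out of the reported values, so the group of 1 Hz at 2 h has 2 arrays, and the fit with all 56 arrays is given among the alternatives in the closing section. Among the other 55 arrays, the percentage of noncontrol spots well above background ran from 66.1% to 81.8% (median 72.4%), the 75th percentile of the processed signal from 1896 to 18416, and no spot was saturated. The precision of every comparison is limited by the number of arrays.

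The log2 processed signal of noncontrol spots was averaged over spots of the same probe, with spots marked as outliers left out, and 420 probes with no value left on an array were dropped. Following the methods of the study, values were then converted to z-scores within each array over all probes. They were multiplied by the median SD of the arrays, 4.06, so that differences read as log2 changes, and the mean of each array is 0 on this scale. Probes that were not well above background on at least 3 arrays were not tested, which removed 9484 probes and left 35694. Of these, 17727 had a symbol.

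Group means were fitted to the 55 arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 39 residual and 2.82 prior degrees of freedom per probe and no covariate. Each protocol was compared with sham at the same time, which gave 10 comparisons, and untreated control was compared with sham at 0 h. Each protocol was also averaged over the time points, and moderated F tests asked whether any stimulated group differed from sham, whether the protocols differed from each other at any time, and whether sham changed over time. All tests were two-sided, and a probe passed at a Benjamini-Hochberg adjusted p under 0.05. The design, the alternatives and the rule for naming genes were fixed before the data were examined.

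The rule named up to 2 probes with a symbol per comparison: those with the largest change among the probes that passed, that were well above background on every array of a group and whose groups did not overlap (overlap was allowed for the averages). Where no such probe passed, the probe with a symbol and the smallest p was named and reported as not passing. Camk2g, Grm3, Gabrd, Apoe and Prkca, which had large z-ratios in the study's table of selected genes, and the activity-regulated genes Fos, Arc, Egr1 and Npas4 were fixed in advance. No probe was matched to Prkca. The probe with the highest mean signal stood for a gene with several probes. Probes that passed without a symbol are named by identifier, and were named after their values were seen. Where a probe was not well above background on any array of a group, its log2 change rests on signal near background in that group, and a bound on the fold difference is given beside it. The bound sets the mean of the brighter group against the mean of, per array, the higher of the probe's own signal and the lowest signal among probes well above background. It bounds the difference of the group means alone and makes no allowance for the spread between arrays.

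In all, 8 lists of genes were tested with camera (limma, preset correlation 0.01) over the 10 comparisons, with adjustment over all 80 tests, and with fry beside it. The lists were GABA signaling, glutamate signaling, learning and memory, and Alzheimer's disease, all from the study's own table and so chosen on these arrays, and complement and inflammation, myelination, activity-regulated genes, and oxidative phosphorylation. A further 7 lists held marker genes of neurons, astrocytes, microglia, the oligodendrocyte lineage, proliferating cells, vascular cells and fibroblasts, and choroid plexus. The complement list shares 4 genes with the microglia markers, the myelination list 6 with the oligodendrocyte lineage markers, and the learning and memory list 1 with the Alzheimer's disease list. The correlation of the changes after 1 Hz and iTBS was set against 1000 simulations of unchanged groups that shared the same sham arrays.

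The test stated in the methods of the study, called the published criteria here, was also run. It requires a one-way ANOVA p under 0.05, a z-test p under 0.05, a false discovery rate under 0.30, an absolute z-ratio above 1.5 and a mean z-score of the pair above 0. The z-test was taken as the difference of the group means over its standard error, referred to a normal distribution. The z-ratio was taken as the same quotient, so its threshold removed no further probe. The false discovery rate was computed over all tested probes, while the study filtered probes by ANOVA first. The methods do not spell out the formula, so another form could give other counts.

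Scripts were tested on simulated data with the spread of the real probes, in which 200 of the 35694 probes were changed per comparison. For iTBS at 0 h, 82% of changes of 2 on the log2 scale were recovered and 26% of changes of 1. For 1 Hz at 48 h these percentages were 50% and 12%, and for 1 Hz at 2 h they were 56% and 8%. The percentage of calls that were false ran from 3% for 1 Hz at 8 h to 8.43% for 1 Hz at 2 h. On simulated arrays with no change, limma called 0 probes in every comparison, while the z-test of the methods called between 156 (iTBS at 2 h) and 317 (1 Hz at 2 h).

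The alternatives were scaling by the 75th percentile, quantile normalization, normexp background correction (offset 50) with quantile normalization, the deposited scores, no filter on dim probes, and blocks for the replicate number, the slide and the series of sample numbers. A mean signal per spot was absent from the files, so normexp used the median signal. The remaining ones were an adjusted p under 0.30, only the arrays of the groups compared, a filter on the mean z-score of the pair, the z-test, fry, camera with an estimated correlation, and leaving out each array in turn. The descriptions of the samples number them in 4 series, called A, B, C and D here, with 12, 12, 17 and 15 arrays. They lay on 7 slides of 8 arrays, and series A, B and C each had slides of their own while arrays of series D were spread over every slide. Added after the data were seen were the fit with all 56 arrays, the series at each time point as a block, and exchanges of arm labels within series. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the figures.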

Results

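Gene expression was measured on 56 arrays of cultured rat hippocampal neurons, each hybridized with RNA from 1 culture sample. Sham, 1 Hz and iTBS cultures were sampled 0, 2, 8, 24 or 48 h after the stimulation. Groups of 4 arrays were sham at 0 and 2 h, 1 Hz at 8 and 48 h, iTBS at 0, 2 and 48 h, and untreated control at 0 h, and the other 8 groups had 3 arrays. The array of 1 Hz at 2 h replicate 2 had a badly placed grid and was left out, which left 2 arrays in that group and 55 in all. Among these 55 arrays, signals correlated between 0.957 and 0.995 in every pair, the local background lay between 25.8 and 52.1 intensity units, and 66.1% to 81.8% of noncontrol spots were well above it. The level of a probe is given as its scaled log2 signal, on which the mean of all probes of an array is 0.

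Arrays of 1 group differed by the series of their sample numbers. Deviations from the group means correlated by a mean of 0.398 between arrays of different groups in the same series and by −0.134 between arrays of different series. The series had an effect on 26902 of the 35694 probes tested (75.4%) at an adjusted p under 0.05 (limma). The series were spread unevenly over the groups: for example, at 8 h the sham and iTBS groups held series B, C and D, and the 1 Hz group held all of A, B, C and D. Comparisons are therefore given without the series in the model, as the design had it, and with it.

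The first comparisons asked which transcripts changed after 1 Hz stimulation relative to sham at the same time. At 0 h limma found 0 of 35694 probes past an adjusted p of 0.05, with 322 at an unadjusted p under 0.05, and the published criteria, applied to the same arrays, called 65. At 2 h, 2 probes passed and both were higher (396 unadjusted, 12 by the published criteria). At 8 h, 1 probe passed and was lower (470 unadjusted, 12 by the published criteria). At 24 h limma found 0 probes (818 unadjusted, 90 by the published criteria), and at 48 h it found 0 probes (525 unadjusted, 2 by the published criteria). Chance alone gives 1785 probes at an unadjusted p under 0.05 when all tests are independent and the model holds. The alternative that moved these counts most was the fit with all 56 arrays, added after the data were seen, in which 17726 probes passed at 2 h. With the series as a block, 0 probes passed at 2 h and 1 at 8 h. The count at 2 h rests on 2 arrays and was 39 without replicate 1 and 18 without replicate 3.

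Both probes that passed at 2 h after 1 Hz lacked a gene symbol and were chosen after their values were seen. A_44_P1113125 had a log2 change of +2.40 ± 0.43 (SE; limma adjusted p 0.0378), with −2.10 ± 0.35 (SD, n = 2) after 1 Hz and −4.50 ± 0.44 (SD, n = 4) in sham, and was higher in 2 of 2 arrays. It was well above background on 2 of 2 arrays after 1 Hz and 0 of 4 in sham, so its mean was at least 2.13-fold higher. A_64_P087683 had a log2 change of +2.88 ± 0.52 (SE; limma adjusted p 0.0378), with −1.73 ± 1.82 (SD, n = 2) against −4.61 ± 0.37 (SD, n = 4). It was well above background on 1 of 2 arrays after 1 Hz and 0 of 4 in sham. Its mean was at least 2.75-fold higher, which makes no allowance for the spread of the 2 arrays. Neither passed under scaling by the 75th percentile or with the series as a block.

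At 8 h after 1 Hz, A_44_P1130837, also without a symbol, had a log2 change of −3.10 ± 0.47 (SE; limma adjusted p 0.00174) and was lower in 4 of 4 arrays. It was well above background on 0 of 4 arrays after 1 Hz and on 2 of 3 sham arrays, where its level was −1.75 ± 1.56 (SD, n = 3). Its mean was thus at least 2.83-fold higher in sham. The same probe was lower after iTBS at 8 h. It was also the probe with the smallest unadjusted p for a change of sham over time (adjusted p 0.00180, shared with 1 other probe), with sham levels of −4.84 ± 0.60 (SD, n = 4) at 0 h, −4.76 ± 0.75 (SD, n = 4) at 2 h, −4.88 ± 0.21 (SD, n = 3) at 24 h and −4.97 ± 0.19 (SD, n = 3) at 48 h. The difference at 8 h thus lay in the sham arrays of that time point.

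No probe with a symbol passed after 1 Hz. The fold bounds given next compare group means and leave out the spread between arrays. The smallest p at each time belonged to Cd177l2 at 0 h (+2.54 ± 0.74, SE; adjusted p 1.00; higher in 3 of 3 arrays; at least 2.71-fold), Pip4k2b at 2 h (+3.02 ± 0.67; adjusted p 0.389; 2 of 2), Cdh19 at 8 h (−2.42 ± 0.54; adjusted p 0.663; lower in 4 of 4; at least 1.67-fold higher in sham), Lce1e at 24 h (+1.01 ± 0.28; adjusted p 1.00; 3 of 3) and Or51q1d at 48 h (+2.16 ± 0.55; adjusted p 1.00; 4 of 4; at least 1.42-fold). The value of Pip4k2b rested on a single array: without 1 Hz at 2 h replicate 1 its change was +0.35. Cdh19 passed when sham at 8 h replicate 2 was left out, with a change of −3.61.

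The same question was asked of iTBS. At 0 h limma found 0 probes past the threshold, with 1401 at an unadjusted p under 0.05, and the published criteria called 71. At 2 h it found 0 probes (766 unadjusted, 24 by the published criteria). At 8 h, 2 probes passed, 1 higher and 1 lower (315 unadjusted, 5 by the published criteria). At 24 h limma found 0 probes (197 unadjusted, 11 by the published criteria), and at 48 h it found 0 probes (636 unadjusted, 3 by the published criteria). With the series as a block, 1 probe passed at 0 h and 2 at 8 h. With the series at each time point as a block, which was chosen after seeing the data, 11 probes passed at 0 h and 2 at 8 h.

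The probe of Endou (A_64_P134069) was higher at 8 h after iTBS, with a log2 change of +3.93 ± 0.55 (SE; limma adjusted p 0.000395). Its level was −0.81 ± 1.49 (SD, n = 3) after iTBS and −4.74 ± 0.07 (SD, n = 3) in sham, with no overlap, and it was higher in 3 of 3 arrays. It was well above background on 3 of 3 arrays after iTBS and 0 of 3 in sham, with a mean at least 4.04-fold higher. The processed signals of Endou ran from 25.2 to 191 after iTBS and from 3.59 to 4.40 in sham at 8 h, so the difference lay near the lower end of the scale. Endou did not pass after normexp correction, where its change was +0.18. Its adjusted p over the alternatives ran from 9.48e-05 with quantile normalization to 1.00 with normexp. A_44_P1130837 was lower at 8 h after iTBS, with a log2 change of −3.12 ± 0.50 (SE, limma adjusted p 0.00309). Its level was −4.88 ± 0.38 (SD, n = 3), with 0 of 3 arrays well above background, so its mean was at least 2.57-fold higher in sham.

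At the other times no probe with a symbol passed after iTBS. The fold bound given next compares group means and leaves out the spread between arrays. The smallest p belonged to Astn2 at 0 h (−2.25 ± 0.49, SE; adjusted p 0.792; lower in 4 of 4 arrays; at least 2.65-fold higher in sham), Lamb3 at 2 h (−1.48 ± 0.34; adjusted p 1.00; lower in 4 of 4), H2bu1 at 24 h (+1.20 ± 0.31; adjusted p 1.00; higher in 3 of 3) and Lcn8 at 48 h (−1.27 ± 0.34; adjusted p 1.00; lower in 4 of 4). Astn2 passed with the series at each time point as a block, where its adjusted p was 0.0207. H2bu1 passed when sham at 24 h replicate 2 was left out, with a change of +1.77.

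**Figure D1:**
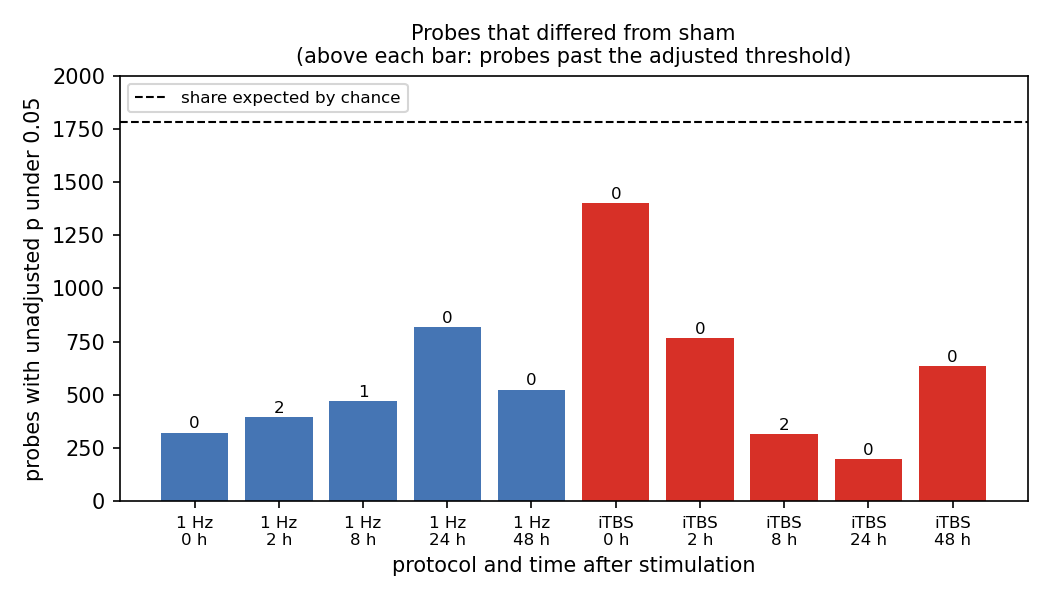
Number of probes at an unadjusted p under 0.05 (vertical axis) for each protocol and time against sham (horizontal axis), with the number past the adjusted threshold above each bar and the 1785 expected by chance as a dashed line. The bars run from 197 for iTBS at 24 h to 1401 for iTBS at 0 h, all under the dashed line.

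Averaged over the time points, limma found 0 probes for 1 Hz (248 unadjusted) and 0 for iTBS (238 unadjusted), where the published criteria were not applied. The smallest p belonged to Rpl27l2 after 1 Hz (+0.91 ± 0.24, SE; adjusted p 1.00; above the sham mean in 13 of 16 arrays) and to Endou after iTBS (+1.08 ± 0.23; adjusted p 1.00; 14 of 18 arrays). Over all 10 comparisons jointly, 1 probe passed, that of Endou (adjusted p 0.00700; 292 unadjusted). Whether the protocols differed from each other was tested directly, and 1 probe differed at any time, again Endou (adjusted p 0.00178; 298 unadjusted). Both counts were 0 without iTBS at 8 h replicate 2, and 15 and 14 without 1 Hz at 2 h replicate 3. The change from sham did not differ between the time points for any probe, with 0 for 1 Hz (310 unadjusted) and 0 for iTBS (532 unadjusted) by limma. Pooled within series and time point, limma found 0 probes for 1 Hz (611 unadjusted) and 0 for iTBS (856 unadjusted).

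Genes with large z-ratios in the study's table of selected genes were examined next. These genes were picked by the study on these same arrays, so values adjusted over the list alone are not independent evidence. Camk2g changed by +0.21 ± 0.28 (SE) at 24 h after 1 Hz, from 7.68 ± 0.46 (SD, n = 3) in sham to 7.89 ± 0.27 (SD, n = 3), and was above the sham mean in 2 of 3 arrays. Grm3 changed by +0.13 ± 0.29 at the same time, and was above the sham mean in 2 of 3 arrays. Gabrd changed by +0.05 ± 0.17 at 24 h after iTBS (2 of 3 arrays above the sham mean) and by +0.05 ± 0.15 at 48 h (2 of 4). Apoe changed by −0.42 ± 0.35 at 48 h after 1 Hz, where 2 of 4 arrays lay above the sham mean. The limma adjusted p was 1.00 for each over all probes and 0.762 for each adjusted over the list alone. The changes of Camk2g and Grm3 were each smaller than the larger SD of the groups they compared. Camk2g had 1 other tested probe, whose change is not given here.

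Immediate-early genes, whose transcription rises within minutes to hours of neuronal activity, were compared to ask whether stimulation raised them. None of the 40 comparisons of Fos, Arc, Egr1 and Npas4 with sham reached an unadjusted p under 0.05 in limma, and the count was 0 also after adjustment, where the smallest adjusted p over the list alone was 0.982. Log2 changes ran from −1.32 (1 Hz at 2 h) to +0.54 (1 Hz at 24 h) for Fos, from −1.78 (1 Hz at 2 h) to +0.51 (iTBS at 48 h) for Arc, from −1.30 (1 Hz at 48 h) to +0.20 (1 Hz at 8 h) for Egr1 and from −2.34 (1 Hz at 2 h) to +0.80 (1 Hz at 24 h) for Npas4. Standard errors lay between 0.95 and 1.44 in this fit, which leaves the spread between series in the error. With the series at each time point as a block, chosen after seeing the data, 3 comparisons reached an unadjusted p under 0.05.

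**Figure D2:**
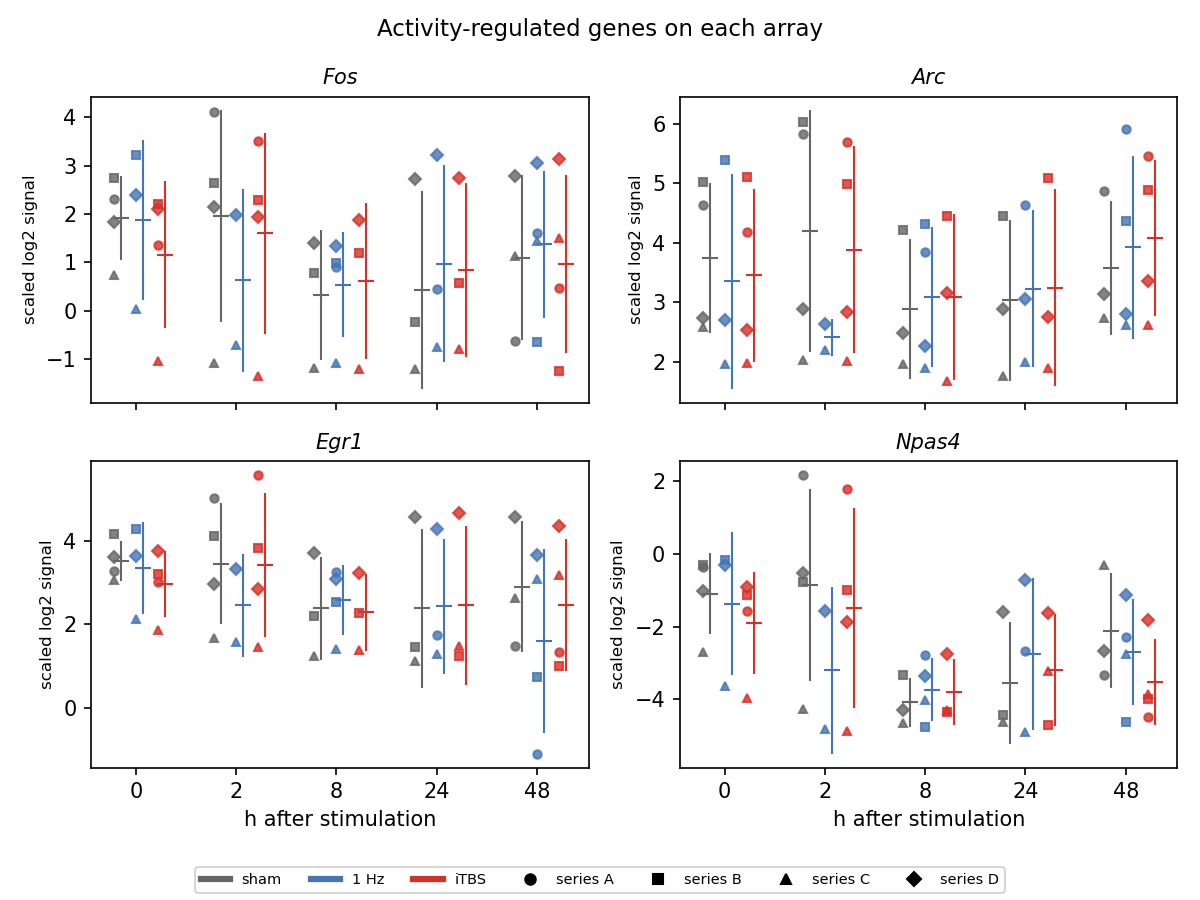
Scaled log2 signal (vertical axis) of Fos, Arc, Egr1 and Npas4 on each array by time after stimulation (horizontal axis), with sham, 1 Hz and iTBS in different colours, series in different symbols, and bars at the mean ± SD. The arms overlap at every time, and the largest change, −2.34 for Npas4 at 2 h after 1 Hz, rests on 2 arrays.

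Lists of genes were tested as sets. With camera at a preset correlation of 0.01, 11 of 80 tests passed an adjusted p of 0.05, 7 of them higher and 4 lower, and 15 had an unadjusted p under 0.05. With fry, 0 of 80 passed and 0 had an unadjusted p under 0.05, and the smallest fry adjusted p was 0.989. With an estimated correlation in camera, 0 passed. The scaling that moved this count most gave 7 tests by camera, under the 75th percentile, quantile and normexp alike, and with the series as a block 11 tests passed by camera, not all of them the same tests. That block lost complement and inflammation at 8 h after 1 Hz and oxidative phosphorylation at 48 h after iTBS, and added learning and memory at 24 h after 1 Hz and oxidative phosphorylation at 48 h after 1 Hz (median −0.03, camera adjusted p 0.0248, 38 of 87 higher). For oxidative phosphorylation at 48 h after 1 Hz, the median without a block was +0.01 (0.826, 46 of 87). With the series at each time point as a block it was −0.12 (8.32e-08, 20 of 87). Genes of oxidative phosphorylation (87 genes) were higher by a median of +0.25 at 0 h after iTBS (camera adjusted p 4.79e-19, 71 of 87 genes higher) and +0.20 at 0 h after 1 Hz (9.42e-10, 67 of 87), by +0.26 at 2 h after iTBS (2.09e-14, 71 of 87), +0.10 at 2 h after 1 Hz (0.00711, 68 of 87) and +0.11 at 48 h after iTBS (0.000404, 67 of 87). They were lower by a median of −0.33 at 24 h after 1 Hz (1.01e-19, 9 of 87 higher), −0.18 at 24 h after iTBS (4.85e-20, 9 of 87) and −0.13 at 8 h after iTBS (4.32e-08, 10 of 87). The last of these was gone under other scalings, with medians of 0.00 under the 75th percentile, +0.01 under quantile and 0.00 under normexp. Other tests of this list also depended on the scaling or the block. At 48 h after iTBS the camera adjusted p was 0.0978 under the 75th percentile, 0.768 under quantile, 0.757 under normexp, 0.280 with the series as a block and 0.410 with the series at each time point as a block, where the median was −0.03. At 2 h it was 0.113 under quantile and 0.0588 under normexp after iTBS, and 0.292 and 0.138 after 1 Hz. The tests at 24 h passed under every scaling with smaller changes: the median was −0.05 under quantile and −0.06 under normexp after 1 Hz (29 and 27 of 87 higher), and −0.05 under both after iTBS (17 and 21 of 87). At 0 h after 1 Hz it was +0.06 under quantile and +0.08 under normexp, and both passed. The median at 0 h after iTBS was +0.01 under quantile (camera adjusted p 0.0443) and +0.14 under the 75th percentile (0.00385, 60 of 87 higher). With the series at each time point as a block, the list at 0 h after iTBS also passed in fry (adjusted p 0.0385), the only such test of 80.

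Activity-regulated genes (27 genes) were lower at 2 h after 1 Hz by a median of −0.82 (camera adjusted p 4.11e-08, 2 of 27 higher), a group with 2 arrays from series C and D against sham arrays from all 4 series. With the series as a block the median was −0.56 (4.13e-05, 4 of 27 higher), and with the series at each time point as a block it was −0.03 (0.899, 13 of 27 higher), so the test no longer passed. Genes of complement and inflammation (12 genes) were higher at 8 h by a median of +0.61 after 1 Hz (0.0205, 11 of 12) and +0.37 after iTBS (0.0111, 11 of 12). After 1 Hz the camera adjusted p was 0.163 under the 75th percentile, 0.140 under normexp, 0.103 with the series as a block and 0.169 with the series at each time point as a block. After iTBS it was 0.262 under the 75th percentile, where the median was +0.08, and 0.00228 with the series as a block. In the other 8 comparisons the list did not pass, and its median ran from −0.60 at 0 h after 1 Hz (0.0553, 2 of 12 higher) to +0.41 at 24 h after 1 Hz (0.613, 7 of 12), with −0.46 at 48 h after iTBS (0.0553, 1 of 12) and −0.31 at 2 h after 1 Hz (0.346, 1 of 12). The test at 0 h after 1 Hz passed as lower under normexp (0.0252, median −0.27). For the lists taken from the study's table, the smallest camera adjusted p was 0.335 for GABA signaling (iTBS at 2 h, median +0.16, 7 of 9 higher), 0.568 for glutamate signaling (iTBS at 24 h, +0.09, 13 of 16), 0.0948 for learning and memory (1 Hz at 24 h, −0.16, 1 of 13) and 0.483 for Alzheimer's disease (iTBS at 48 h, +0.06, 9 of 12). Learning and memory at 24 h after 1 Hz passed with the series as a block (0.0380, median −0.22, 2 of 13 higher), and did not pass with the series at each time point as a block (0.219). For myelination it was 0.613 (iTBS at 48 h, +0.16, 8 of 8).

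Whether 1 Hz and iTBS moved the same probes was asked by correlating their changes across the 35694 probes, which are not independent replicates. Pearson's r was 0.518 at 0 h, 0.442 at 2 h, 0.517 at 8 h, 0.416 at 24 h and 0.481 at 48 h, and Spearman's rho was 0.548, 0.428, 0.446, 0.350 and 0.429. Both changes share the sham arrays, so unchanged groups also correlate. In 1000 simulations of unchanged groups, the 95% range of r was 0.450 to 0.476, 0.395 to 0.422, 0.522 to 0.547, 0.488 to 0.513 and 0.560 to 0.582 at these times. The observed r was above that range at 0 and 2 h and below it at 8, 24 and 48 h. The simulations treat probes as independent, so their range is narrower than that of real arrays. With the series at each time point as a block, r was set against a mean simulated for that fit. It lay on the other side of that mean at 0 h (0.415), 8 h (0.550) and 24 h (0.459). The value of 0.459 still lay below the range given above for 24 h.

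**Figure D3:**
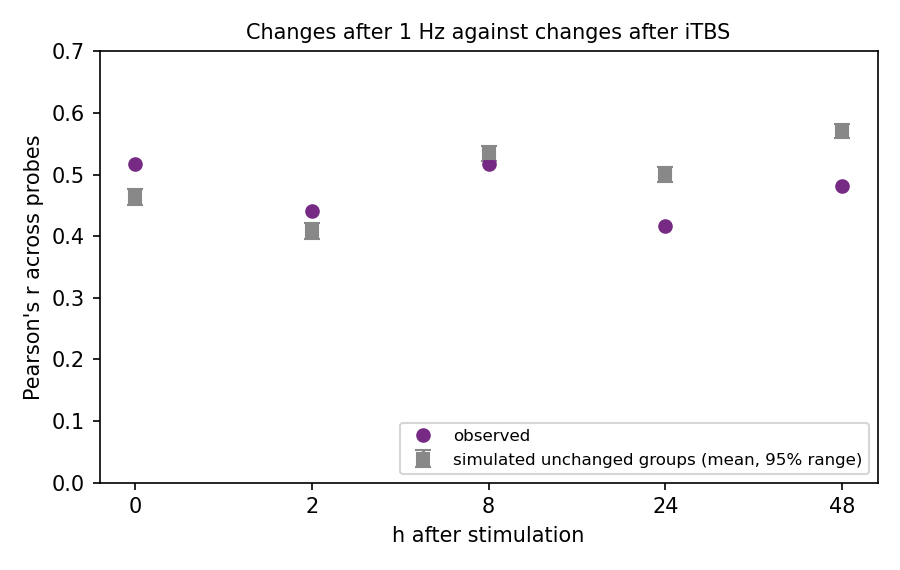
Pearson's r across probes between the changes after 1 Hz and after iTBS (vertical axis) by time after stimulation (horizontal axis), beside the mean and 95% range of simulated unchanged groups that share the sham arrays. The observed values lie between 0.416 and 0.518, and the simulated means between 0.409 and 0.571.

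Untreated control cultures were compared with sham at 0 h to measure the effect of handling alone. With limma, 1 probe passed (870 unadjusted), A_44_P1131939, without a symbol and chosen after its values were seen. It had a log2 change of +1.92 ± 0.32 (SE; adjusted p 0.0164), with −0.15 ± 0.39 (SD, n = 4) in control and −2.06 ± 0.29 (SD, n = 4) in sham, higher in 4 of 4 arrays. The count was 2 with the series as a block, 0 under normexp, 0 with all 56 arrays and 0 in 6 of 8 fits that left out 1 array. It was moved most by the series at each time point as a block, chosen after seeing the data, with 63 probes (49 higher, 14 lower). The control arrays came from series A and C alone.

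Sham arrays were compared over time. The limma F test found 28 probes that differed between the time points, with 2072 unadjusted, and 1170 with the series as a block. The count fell to 3 without sham at 2 h replicate 3 and rose to 108 without replicate 2. Among those with a symbol, chosen after their values were seen, a probe of Rbm3 (A_44_P548203; adjusted p 0.0210) fell from 5.48 ± 0.43 (SD, n = 4) at 0 h to 5.25 ± 0.47 (n = 4) at 2 h, 4.99 ± 0.47 (n = 3) at 8 h, 3.60 ± 0.60 (n = 3) at 24 h and 3.31 ± 0.29 (n = 3) at 48 h. Bcl6 (adjusted p 0.0400) rose from 4.02 ± 0.46 (SD, n = 4) at 0 h to 5.37 ± 0.36 (SD, n = 3) at 48 h.

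With all 56 arrays, the published criteria called between 1 and 7 probes per comparison. They called 295 probes over the 10 comparisons of the fit to 55 arrays, and limma found an adjusted p under 0.05 for 0 of them in every comparison. Unadjusted, limma gave a p under 0.05 for 6 of the 65 probes called for 1 Hz at 0 h, 1 of 12 at 2 h, 2 of 12 at 8 h, 31 of 90 at 24 h and 1 of 2 at 48 h. For iTBS these numbers were 40 of 71 at 0 h, 8 of 24 at 2 h, 0 of 5 at 8 h, 0 of 11 at 24 h and 1 of 3 at 48 h.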

Values the study reported

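For the cultured hippocampal neurons the study counted genes that differed from the time-matched sham group. After 1 Hz stimulation it listed 498 upregulated and 564 downregulated genes at 0 h, 765 and 1,080 at 2 h, 297 and 287 at 8 h, 1,121 and 84 at 24 h, and 580 and 668 at 48 h. After iTBS it listed 661 upregulated and 486 downregulated genes at 0 h, 147 and 217 at 2 h, 271 and 248 at 8 h, 447 and 441 at 24 h, and 1,115 and 1,283 at 48 h.

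Among the selected genes of the culture experiment, the study printed z-ratios of 82.1 for *Camk2g* and 29.0 for *Grm3* at 24 h after 1 Hz and, after iTBS at 24 h, 27.2 for *Prkca* and 34.6 for *Gabrd*. It also printed negative z-ratios, 33.2 in size for *Gabrd* at 48 h after iTBS and 34.5 in size for *Apoe* at 48 h after 1 Hz.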

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

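The test of the grid was chosen only after the result was seen, and the other tests of this part had been set down before. The rule for reading the test of the series was changed after its values were seen. Outlying arrays were looked for in the 8 groups of 4 arrays with Dixon's ratio, the gap to the nearest array over the range of the group, for 13 measures. Of 104 sets, 6 exceeded the 95% critical value. Chance gives about 1 in 20, or 5.2 sets, so their number does not stand apart from chance. No biological explanation was tested for these single arrays.

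On the array of 1 Hz at 48 h replicate 4, 81.1% of spots were well above background, higher than the other arrays of its group. The array belongs to series D, and 13 of the other 14 arrays of that series also lay above the mean of the other arrays of their groups, by 3.04 points on average. None, 0 of 14, lay as far. The series may account for the direction, and what accounts for the distance stays open.

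Endou had a level of −3.82 on the same array, higher than the rest of its group, with a signal not well above background. As many as 3 other arrays of series D lay as far in the same direction, and under other scalings the ratio fell as low as 0.250, with 1 of 4 scalings leaving it as far. At this signal the value cannot be told apart from noise near background.

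In untreated control replicate 3, of series C, Endou had a level of −1.69, above the other control arrays and well above background. None of the other arrays of series C, 0, lay as far, which argues against the series as a whole. The lowest ratio over the other scalings was 0.665, and 3 of 4 scalings left the array as far, so scaling may account for part of it. Endou thus reached in an untreated culture a level within the range of the iTBS arrays at 8 h, −1.78 to 0.90.

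Gabrd had a level of 3.05 in 1 Hz at 48 h replicate 1, of series A, away from the rest of its group. No other array of series A, 0, lay as far. Under other scalings the ratio fell to 0.646 and 0 of 4 scalings left it as far, so the scaling is a candidate explanation. This array also had the largest residual SD of the 55.

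Apoe had a level of 12.91 in iTBS at 48 h replicate 2, of series B, higher than the rest of its group. No other array of that series, 0, lay as far in the same direction. The ratio fell to 0.348 under other scalings, with 2 of 4 leaving it as far, so the scaling may account for it.

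Egr1 had a level of 2.19 in untreated control replicate 2, of series A, and 3 other arrays of that series lay as far from their groups in the same direction. The lowest ratio under other scalings was 0.710, and 2 of 4 scalings left it as far. The series and the array alone cannot be told apart here, while the scaling may account for part of the distance.

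The array with the badly placed grid, 1 Hz at 2 h replicate 2, was left out of the comparisons. With the grid moved by 3 rows and 1 column, its signals correlated with the mean of the other arrays by 0.412, against 0.000028 unmoved, and by 0.409 with the grid moved by 3 rows alone. A control array, untreated replicate 1, gave 0.991 unmoved and at most 0.0117 moved. A grid placed some rows away from the spots is thus a candidate explanation for the unusable signals, though a correlation of 0.412 shows that such a move recovers the signals in part.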

How the results depend on the processing

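Of the alternatives in this part, the fit with all 56 arrays and the fit with the series at each time point as a block were chosen only after the data were seen. Outside the fits that left out 1 array, 438 of 527 results were rated the same. A count was the same if it equalled the reported count or stayed within a set ratio of it. A single-gene change had to keep its direction and its side of the threshold. A correlation had to keep its side of the mean simulated for that fit, and stay inside or outside its range. Where a result moved, the cause was not tested unless it is stated.

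Scaling by the 75th percentile gave 0 probes for 1 Hz at 2 h, 1 for iTBS at 0 h, 0 for the joint test and 7 list tests (4 higher, 3 lower). The correlation at 8 h was 0.520, no longer below the simulated range, and Gabrd at 24 h after iTBS changed by −0.0124. Quantile normalization gave 1 probe for iTBS at 0 h, 2 for the joint test, 2 for the protocols against each other and 7 list tests (4 higher, 3 lower), with a correlation of 0.528 at 8 h, inside the simulated range. The single probe of iTBS at 0 h was A_44_P1099899 under both scalings.

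Normexp correction with quantile normalization gave 10 probes for 1 Hz at 2 h, 2 for 1 Hz at 8 h, 0 for iTBS at 8 h, 0 for untreated control against sham, 0 for the joint test, 0 for the protocols against each other and 7 list tests (3 higher, 4 lower). Why Endou no longer passed there was not tested. Pip4k2b passed there (+2.50, limma adjusted p 0.0481, against 0.389 as reported). The deposited scores gave 0 probes for 1 Hz at 2 h. Without the filter on dim probes there were 5 probes for 1 Hz at 2 h, 1 for 1 Hz at 24 h, 2 for the joint test and 2 for the protocols, and the correlation at 2 h was 0.412, inside the simulated range.

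Replicate numbers of the titles do not pair the arrays as such. Deviations of arrays with the same number and different series had a mean correlation of −0.0389, and of 31 pairs with the same number within a comparison, 17 came from the same series. With the replicate number as a block, sham over time gave 196 probes, and the correlation was 0.463 at 0 h (inside the simulated range), 0.371 at 2 h and 0.580 at 48 h, on the other side of the simulated mean in the last pair. With the series as a block there were 0 probes for 1 Hz at 2 h, 1 for iTBS at 0 h, 2 for untreated control and 1170 for sham over time, and Arc averaged over time after iTBS changed by −0.0148. That block removed spread, since the median residual SD fell from 0.49 to 0.37. With the slide as a block there were 0 probes for 1 Hz at 2 h, 1 for iTBS at 0 h and 7 for sham over time. Correlations were then 0.454 at 0 h and 0.590 at 8 h, both on the other side, and 0.527 at 24 h, and Fos averaged over time changed by +0.0660 after 1 Hz and +0.0964 after iTBS.

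The series at each time point as a block gave 0 probes for 1 Hz at 2 h, 11 for iTBS at 0 h (7 higher, 4 lower), 63 for untreated control (49 higher, 14 lower) and 0 for the joint test. Against the mean simulated for that fit, it reversed the side of the correlation at 0 h (0.415), 8 h (0.550) and 24 h (0.459). Averaged over time, Fos changed by +0.36 after 1 Hz and +0.0318 after iTBS and Arc by +0.0257 after 1 Hz, and Camk2g at 24 h after 1 Hz changed by −0.0127. Sham over time could not be estimated with this block. With all 56 arrays there were 17726 probes for 1 Hz at 2 h (5101 higher, 12625 lower), 0 for untreated control, 3 for the joint test, 3 for the protocols and 2 for sham over time, and the correlation at 2 h was −0.0228. The array with the badly placed grid is the sole addition in that fit.

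At an adjusted p under 0.30 there were 4 probes for 1 Hz at 2 h, 1 for 1 Hz at 24 h, 1 for iTBS at 0 h, 2 for the joint test, 2 for the protocols and 293 for sham over time. With only the arrays of the groups compared, and also with a mean z-score of the pair above 0, limma found 0 probes for 1 Hz at 2 h and 8 h and 0 for iTBS at 8 h. The published criteria called 65 probes for 1 Hz at 0 h (49 higher, 16 lower), 12 at 2 h (4 higher, 8 lower), 12 at 8 h (8 higher, 4 lower), 90 at 24 h (35 higher, 55 lower) and 2 at 48 h (0 higher, 2 lower). For iTBS they called 71 at 0 h (57 higher, 14 lower), 24 at 2 h (19 higher, 5 lower), 5 at 8 h (2 higher, 3 lower), 11 at 24 h (7 higher, 4 lower) and 3 at 48 h (0 higher, 3 lower). With fry 0 list tests passed, and 0 with an estimated correlation. The comparisons of activity genes with an unadjusted p under 0.05 numbered 1 with normexp, 1 with the replicate block, 1 with all 56 arrays and 3 with the series at each time point as a block.

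A_44_P1130837 at 8 h after 1 Hz and, with Endou, after iTBS was called also under the 75th percentile, quantile, both series blocks and all 56 arrays. Under normexp it was called after 1 Hz and not after iTBS.

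With each array left out in turn, 733 of 839 results were rated the same by the rules given above. Where this left a group with 1 array, the lone array was assumed to vary like the other groups. Counts ran from 0 to 1 for untreated control, which passed 0 in 6 of 8 fits. They ran from 0 to 1 for 1 Hz at 0 h (1 without 1 Hz at 0 h replicate 2) and from 0 to 39 for 1 Hz at 2 h (39 without 1 Hz at 2 h replicate 1, 18 without replicate 3). For 1 Hz at 8 h the range was 0 to 2 (0 without sham at 8 h replicate 1, 2 without sham or 1 Hz at 8 h replicate 2), at 24 h 0 to 3 (3 without 1 Hz at 24 h replicate 3) and at 48 h 0 to 1 (1 without sham at 48 h replicate 1).

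For iTBS the range was 0 to 1 at 0 h (1 without sham at 0 h replicate 1 or iTBS at 0 h replicate 4), 0 to 1 at 2 h (1 without sham at 2 h replicate 4), 1 to 3 at 8 h (1 without sham replicate 1 or iTBS replicate 3, 3 without sham replicate 2 or iTBS replicate 1), 0 to 1 at 24 h (1 without sham replicate 2) and 0 to 0 at 48 h. Averages ran from 0 to 11 for 1 Hz (11 without 1 Hz at 2 h replicate 3) and from 0 to 0 for iTBS. The joint test ran from 0 to 15 and the protocols against each other from 0 to 14, lowest without iTBS at 8 h replicate 2 and highest without 1 Hz at 2 h replicate 3. Sham over time ran from 3 without sham at 2 h replicate 3 to 108 without replicate 2, and list tests from 9 to 17 (17 without sham at 2 h replicate 3).

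Correlations ran from 0.347 to 0.663 at 0 h, 0.256 to 0.613 at 2 h, 0.318 to 0.699 at 8 h, 0.0641 to 0.726 at 24 h and 0.372 to 0.690 at 48 h, and at each time at least 1 fit put r on the other side of its simulated mean. Single genes that changed sign ranged from −0.33 to +0.20 (Fos, 1 Hz averaged), −0.31 to +0.12 (Fos, iTBS averaged), −0.12 to +0.21 (Arc, iTBS averaged), −0.43 to +0.0121 (Egr1, iTBS averaged), −0.0737 to +0.34 (Grm3, 24 h), −0.12 to +0.15 (Gabrd, 48 h) and −0.73 to +0.00476 (Apoe, 48 h).

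Signal over background limits what dim probes can show. Endou, A_44_P1130837, A_44_P1113125 and A_64_P087683 were not well above background on any array of the group in which they were lower. The sizes of their log2 changes are therefore uncertain, and bounds are given beside them. The bounds compare group means and leave out the spread between arrays.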

Other observations

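In this part the tests of the list tests and correlations under drawn labels, of cell makeup type by type, of activity-regulated genes and of Rbm3 were chosen only after the result was seen, and the exchange of labels within series was prompted by counts already seen. The rule for reading the brightness test of oxidative phosphorylation was changed after its values were seen.

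Splits of the arrays asked whether chance could be excluded as the source of a count. Of the 35 splits of the arrays, 35 gave at least as many probes as the real one for 1 Hz at 0 h and at 48 h (35), and for iTBS at 0 h (35), 2 h (35) and 48 h (35), where that number was 0. For 1 Hz at 8 h, 6 of 35 splits did, and at 2 h 5 of 15, where no share under 0.05 can be reached. For 24 h, 10 of 10 splits did for 1 Hz and 10 of 10 for iTBS, where that number was 0 as well, and at 8 h after iTBS 1 of 10, the smallest share that 10 splits allow. Untreated control gave 1 of 35 splits. Its arrays came from series A and C alone and the splits exchanged arrays across series, so chance within series stays open for its single probe. Where the real number was 0, every split reaches it, so the share says nothing about chance. The same holds for each average, with a real number of 0 and 100 of 100 draws of the labels within time points. Such draws gave as many probes in 35 of 100 for the joint test and 23 of 100 for the protocols against each other. One draw of the joint test gave 1841 probes. For sham over time it was 1 of 100, the real one alone, so chance was excluded for draws across series. Drawn labels gave as many list tests in 82 of 100 draws (median 13) and a correlation as high in 45, 51, 51, 67 and 66 of 100 draws at 0, 2, 8, 24 or 48 h. These splits and draws exchanged labels across series, so the shares do not show what chance within series gives for the counts, list tests and correlations.

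The published criteria called 295 probes over the comparisons. Drawn arm labels gave at least as many in 100 of 100 draws, with a median of 4306, so the calls are of the number that a normal reference applied to 3 or 4 arrays may give without an effect of stimulation. When labels were exchanged only within series and time point, 33 of 100 draws gave as many (median 226, 69 to 907). The joint limma test called at most 1 probe in these draws. In 11 of the 100, the real one included, it called as many as with the real labels. With all 56 arrays the criteria called between 1 and 7 probes per comparison. The number called per comparison in the fit to 55 arrays, both directions together, was at most 90. That is lower than each total of up- and downregulated genes quoted from the study above. The form of the published formula was not known, no separate z-ratio was computed, and other forms were not tried.

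The spread between arrays of a group followed the series of sample numbers, with a mean correlation of deviations of 0.398 within series. With the series in the model, the mean correlation of arrays that shared a slide but not a series differed by −0.0155 from that of arrays on different slides. Such pairs always held an array of series D, and that series showed no likeness by slide to the others. Series A, B and C had slides of their own, so an effect common to the slides of a series is removed with the series. This test therefore cannot exclude the slide as a source of the differences between A, B and C. An effect of the slide within series stays open too. Arrays of the same series then correlated by a mean of 0.0303 on the same slide and −0.114 on different slides, and in a series the slides differed in time points. Cell markers moved between the series in different ways. Mean deviations in series A, B, C and D were −0.61, −0.99, −0.06 and +1.30 for vascular cells and fibroblasts, −0.25, +0.53, +1.06 and −1.45 for the oligodendrocyte lineage, +0.53, +0.64, +0.39 and −1.35 for proliferating cells, +0.59, −0.35, −0.48 and +0.39 for microglia, −1.01, +0.19, +0.59 and −0.07 for choroid plexus, +0.16, −0.18, −0.27 and +0.34 for neurons and −0.17, +0.17, +0.14 and −0.17 for astrocytes. In series D the oligodendrocyte lineage fell by 1.45 while vascular markers rose, which a single share of non-neuronal cells forbids. The range of the vascular markers lay at percentile 100 of random lists matched on signal, so a cell makeup that differs type by type is a candidate explanation for the series. Dissection, plating and handling may also differ between the series and could not be separated here.

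Unadjusted counts lay below the 1785 expected by chance in all 10 comparisons, from 197 to 1401. The residual SD without the series, 0.49 against 0.37 with it, may account for this in part, since spread between series enters the error of every comparison. With the series at each time point as a block, 6 of the 10 counts stayed below 1785: 1157, 623, 1630 and 1157 for 1 Hz at 0, 2, 8 or 24 h and 1147 and 603 for iTBS at 8 or 24 h. The rest of the shortfall stays open. The others were 5133 for 1 Hz at 48 h and 5780, 4063 and 3054 for iTBS at 0, 2 or 48 h. Of the 8 exchanges of iTBS and sham labels within series at 0 h, 1 gave as many, the real one, and the median was 2280 (1185 to 5780). As 8 exchanges allow no share under 0.125, chance remains open. The other comparisons gave 2 of 8 for 1 Hz at 0 h, 2 of 4 at 2 h, 2 of 8 at 8 h, 1 of 4 at 24 h and 7 of 8 at 48 h. For iTBS they gave 2 of 8 at 2 h, 2 of 4 at 8 h, 4 of 4 at 24 h and 3 of 8 at 48 h.

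Genes of oxidative phosphorylation were higher at 0 h after iTBS in every series, by +0.18, +0.47, +0.16 and +0.26 in A, B, C and D. Low sham values are argued against in series A and C, where untreated arrays lay at −0.116 and −0.0344 from sham (mean −0.0750). Series B and D held no untreated arrays, so low sham values stay open there. The median change of +0.25 fell at percentile 98.8 of 1000 random lists of the same brightness, whose median was +0.20 and whose highest was +0.28. A shift of all probes of that brightness may therefore account for most of it. Under quantile normalization the median fell to +0.01, and under the 75th percentile to +0.14 (camera adjusted p 0.00385, 60 of 87 higher). A response of energy genes to iTBS stays a hypothesis that these data cannot tell from brightness.

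Activity-regulated genes were higher at 0 and 2 h than at 8 h and later in series A, by +1.48 (exact two-sided permutation p 0.00794, adjusted 0.0127 over 24 tests, 4 against 5 arrays), and in series B, by +1.22 (p 0.00126, adjusted 0.00433, 5 against 7 arrays). Series C showed −0.11 (p 0.528) and D −0.05 (p 0.686), and D −0.21 (p 0.0216, adjusted 0.0325) when 8 h was left out. The difference was +1.51 in the sham arrays of A and B and +1.27 in the stimulated ones, so stimulation is not needed for it. The value of −0.11 in series C argues against a response of all series. Handling or a medium change before stimulation in A and B is a candidate explanation, which was not tested: in series A the untreated mean was +0.43 and sham +0.83, and in series C they were −0.96 and −0.48. Other genes of the 24 tests differed between 0 and 2 h and later times in C and D too. In A, B, C and D the difference was −2.73, −3.43, −0.62 and −1.42 for Txnip. It was −0.93, −0.72, −0.46 and −1.22 for Hspa1a. Txnip in series A at 0 h was 2.13 in untreated arrays and 1.98 in sham. Within each series, arrays of early and late times lay largely on different slides, so time and slide cannot be separated in these differences. The exact p treats arrays as exchangeable, though several shared a time and a slide.

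Rbm3 was lower at 24 h and later than at 0 and 2 h in every series, by 0.96, 1.15, 1.05 and 1.14 (exact two-sided permutation p 0.0571, 0.00794, 0.00216 and 0.00216, adjusted 0.0623, 0.0127, 0.00742 and 0.00742). Against 8 h and later the fall was smaller, 0.62, 0.66, 0.80 and 0.78 (p 0.230, 0.0669, 0.00360 and 0.0126). This is the probe of Rbm3 with the highest mean signal, while the test of sham over time found another probe of Rbm3. The difference in sham arrays was 0.31, 0.57, 1.04 and 0.68, and in stimulated arrays 1.41, 1.43, 1.05 and 1.37. With 1 or 2 sham arrays on a side, exact p lay between 0.333 and 0.667 in sham arrays, so on this probe a part for stimulation stays open. The fall of the other probe in sham arrays argues against stimulation as its only source. The smallest difference within a series, 0.96, argues against unequal numbers of arrays per series. Cirbp, which cold raises as it raises Rbm3, fell by at least 0.54 within each series (0.54, 0.69, 0.54 and 0.58), so a lower temperature during the stimulation period is a candidate explanation, and sham and stimulated cultures would share it. The paper states that the incubator was insulated to keep the temperature from falling, and no record of temperature was used here. The difference of Dbp was −1.74, −1.90, −0.74 and −1.87, so time in culture or clock phase stays open. Early and late arrays of a series also lay largely on different slides, so the slide cannot be separated from time here.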
